# Host transcriptome response to heat stress and *Eimeria maxima* infection in meat-type chickens

**DOI:** 10.1371/journal.pone.0296350

**Published:** 2024-02-23

**Authors:** Ahmed F. A. Ghareeb, James C. Foutz, Gustavo H. Schneiders, Jennifer N. Richter, Marie C. Milfort, Alberta L. Fuller, Romdhane Rekaya, Samuel E. Aggrey

## Abstract

*Eimeria (E*.*) maxima* parasite infects chickens’ midgut disrupting the jejunal and ileal mucosa causing high morbidity and mortality. Heat stress (HS) is a seasonal stressor that impacts biological functions leading to poor performance. This study elucidates how HS, *E*. *maxima* infection, and their combination affect the ileum transcriptome. Two-hundred and forty 2-week-old males Ross708 chickens were randomly allocated into four treatment groups: thermoneutral-control (TNc), thermoneutral-infected (TNi), heat-stress control (HSc), and heat stress-infected (HSi), with 6 replicates each of 10 birds. Infected groups received 200x10^3^ sporulated *E*. *maxima* oocysts/bird, and heat-treated groups were raised at 35°C. At 6-day post-treatment, ileums of five randomly selected chickens per group were sampled, RNA was extracted and sequenced. A total of 413, 3377, 1908, and 2304 DEGs were identified when applying the comparisons: TNc vs HSc, TNc vs TNi, HSi vs HSc, and TNi vs HSi, respectively, at cutoff ≥1.2-fold change (FDR: q<0.05). HSc vs TNc showed upregulation of lipid metabolic pathways and degradation/metabolism of multiple amino acids; and downregulation of most immune-related and protein synthesis pathways. TNc vs TNi displayed upregulation of most of immune-associated pathways and eukaryotic mRNA maturation pathways; and downregulation of fatty acid metabolism and multiple amino acid metabolism pathways including tryptophan. Comparing HSi versus HSc and TNi revealed that combining the two stressors restored the expression of some cellular functions, e.g., oxidative phosphorylation and protein synthesis; and downregulate immune response pathways associated with *E*. *maxima* infection. During *E*. *maxima* infection under HS the calcium signaling pathway was downregulated, including genes responsible for increasing the cytoplasmic calcium concentration; and tryptophan metabolism was upregulated, including genes that contribute to catabolizing tryptophan through serotonin and indole pathways; which might result in reducing the cytoplasmic pool of nutrients and calcium available for the parasite to scavenge and consequently might affect the parasite’s reproductive ability.

## Introduction

Heat stress (HS) is one of the most challenging environmental stressors despite the modern climate control equipment in broiler chickens’ houses. Broiler flocks may be seasonally exposed to HS that varies in intensity according to the relative humidity of the region [1]. Multiple studies have identified the various adverse effects of acute or chronic HS on chickens, such as a severe reduction in feed intake and growth [2–4], systemic alkalosis [5], immune suppression [6, 7], and increased intestinal permeability [8]. During HS the cellular production of reactive oxygen species (ROS) is dramatically increased causing oxidative stress that impacts cellular functions and even viability [5, 9, 10].

*Eimeria* (*E*.) *maxima* is one of the most common apicomplexan species infecting chickens causing coccidiosis. *Eimeria maxima* preferably invades the upper part of the jejunum and whole ileum and produces a huge number of merogonic and gametogenic stages, damaging the intestinal mucosal lining and resulting in severe inflammation, hemorrhage, and diarrhea. Consequently, areas of erosion and ulceration would be developed exposing the intestine to secondary pathogenic invasion, such as *Clostridium perfringens* causing necrotic enteritis. *E*. *maxima* spp infection is associated with significant production losses resulting from weight loss, poor feed conversion, high morbidity, and mortality [11–13]. Exposing *E*. *maxima*-infected chickens to HS-suppressed *E*. *maxima* gametogony. Broiler chickens exposed to a combination of HS and *E*. *maxima* infection exhibited higher values for the apparent ileal digestibility and less enterocytic damage than the *E*. *maxima*-infected chickens raised under thermoneutral condition [14–16].

Identifying the differentially expressed genes (DEGs) and integrating them into known molecular pathways and biological functions could lead to the mechanisms by which cells respond to different conditions [17]. This study provides an unprecedented analysis of the ileal transcriptome under HS, *E*. *maxima* infection, and their combination to elucidate the molecular mechanisms controlling the ileal tissue response to each stressor and key molecular functions by which HS limits the *E*. *maxima* life cycle.

## Materials and methods

This study was implemented under the Animal Use Proposal (AUP) A2015 04–005 approved by the University of Georgia Animal Care and Use Committee (IACUC).

### Experimental design

Two hundred and forty 14-day-old Ross 708 male broilers were randomly allocated into four treatment groups: Thermoneutral control (TNc), thermoneutral infected (TNi), heat stress control (HSc), and heat stress infected (HSi). The thermoneutral and HS groups were raised at 20°C and 35°C, respectively. The infected groups received via oral gavage 2x10^5^ *E*. *maxima* sporulated oocysts/bird, while the control groups were mock-infected with water. *E*. *maxima* infective doses were acquired from a single oocyst cloning performed as described by Schneider *et al*. [14]. The infected groups showed obvious coccidiosis clinical signs started at 4 day-post-infection (dpi), and the beak of growth depression was at 6 dpi [16]. Only HSi group had two recorded mortalities, one was found dead at 3dpi and the other was humanly euthanized at 6 dpi. To confirm the infection, oocyst shedding was detected in the infected groups (TNi and HSi) groups, but not in control groups (TNc and HSc). All the chickens were housed in wired-floor cages and *ad libitum* supplied with water and a non-medicated standard grower diet. The human end point was considered to euthanize the bird upon showing inability to reach feed and water, sever respiratory distress, or severely emaciation. Any of these factors led to humane euthanization by cervical dislocation.

Five chickens were randomly selected from each treatment group at 6 (dpi) and euthanized by cervical dislocation to sample ~1 cm of ileum tissue from Meckel’s diverticulum. Ileum samples were snap-frozen in liquid nitrogen and then, stored at -80°C for later RNA extraction and sequencing using the NGS Illumina sequencing platform.

### Nucleic acid extraction

The trizol-chloroform method was used to extract the mRNA. Briefly, 100 mg of frozen ileum tissue was homogenized in 1 mL of trizol using Benchmark BeadBlaster Microtube Homogenizer^®^ (OVERSTOCK Lab Equipment, NH, USA), and then phase separated by mixing 0.2 mL of chloroform, 3 minutes incubation at room temperature (RT), and centrifugation (13500 xg, 4°C, for 15 min). About 550 μL of the aqueous phase was collected into a new tube containing 0.5 mL isopropanol to precipitate the RNA, mixing by vortex and 10 min incubation at RT. The mixture was centrifugated at 13500 xg, 4°C for 10 min, followed by supernatant disposal. The pelleted RNA was washed by vortex mixing with 1 mL of 75% ethanol, then reprecipitated by centrifugation at 13500 xg, 4°C for 5 min, followed by discarding the supernatants. The tubes containing the pelleted mRNA were left for 10 min at RT for drying, followed by resuspending the mRNA pellet in 100μL of nuclease-free distilled water and then incubating at 55–60˚C for 10 min before being stored at -80°C.

### cDNA library construction and sequencing

The extracted RNA was purified using the RNeasy Mini Kit (Qiagen, Hilden, Germany) following the manufacturer’s protocol. The concentration of the purified RNA was determined using a NanoDrop 2000 Spectrophotometer (Thermo Fischer Scientific, DE, USA), showing OD_260/280_ ratios for all samples >1.9. The RNA integrity number (RIN) of all samples was ≥ 9. cDNA libraries were prepared with 4 μg total RNA using the TruSeq RNA Sample Preparation Kit to acquire cDNA fragments with an average size of 229 bp, or 355 bp inclusive of the adapter sequences. The prepared cDNA libraries were sequenced by 150 bp paired-end read chemistry using the Illumina HiSeq 2000 system.

### Sequence quality control, mapping, and annotation

The quality of raw reads was assessed by FastQC, and the trimming of the low-quality reads was conducted using Trimmomatic v.0.36 [18]. The reads were aligned to the reference genome of chicken (*Gallus gallus* 5.0.90, Ensembl) using STAR aligner v.2.5.2b [19]. Hit counts were accounted for using the feature Counts v.1.5.2 package [20], considering only the unique reads for downstream analysis. Before the mapping step, the quality of reads was inspected -and trimmed when required- for the adapter sequence using Flexbar version 2.4 [21].

Sequence reads mapped to the transcriptome were reported according to their genome-equivalent coordinates. The genome coverage data were acquired using the Bamtools version 2.5.1 ’stats’ command [22]. Cufflinks version 2.2.1 [23] was utilized to detect the expressed genes and transcripts by contrasting the Tophat2 read-mapping to the Ensembl gene models for the Gallus gallus 5.0.90 assembly of the chicken genome, including the known- and predicted genes. Afterward, the fragments per kilobase of exon per million mapped fragments (FPKM) expression values for each sample were collected using Cuffdiff version 2.1.1 [23] both at the Gene (G) and gene Isoform (I) levels.

### Gene differential expression, gene ontology, and Kyoto encyclopedia of genes and genomes pathway analysis

DESeq2 [24] was used to ascertain DEGs. The Wald test within the DESeq2 package was used to acquire the p-value and log_2_ fold-change of the DEGs. The p-value then was adjusted for multiple testing with the Benjamini-Hochberg method [25]. The DEGs with false discovery rate adjusted (adj. p-value) ≤0.05 and absolute log_2_ fold change >1.2 were considered as significantly differentially expressed. The gene ontogeny (GO) analysis was conducted and functionally visualized using the Cytoscape v3.7.2 software platform provided with the ClueGO Plugin v2.5.4 application [26, 27]. The pathways analysis was performed using the Kyoto Encyclopedia of Genes and Genomes (KEGG) terms [28, 29]. The GO pathways/networks were used to classify DEGs into cellular, molecular, and biological functions.

### Hi-Seq data confirmation

The Hi-Seq expression data was confirmed using RT-qPCR. Genes were randomly selected from the common DEGs shared between different group comparisons (n = 10 genes for each comparison). The relative mRNA expression values were calculated according to 2^-ΔΔ*Ct*^ method [30], and then compared with the fold change values yielded from the Hi-Seq data (S1A–S4B Figs).

## Results

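RNA sequencing was performed on ileum tissue of 20 broilers, described by the paper as male, sampled at 6 dpi, with 5 birds in each of the TNc, TNi, HSc and HSi groups. *E*. *maxima* is a protozoan parasite of the chicken midgut. The infected birds received 200000 sporulated oocysts each at 14 days of age. The heat-stressed birds were kept at 35°C. The thermoneutral birds were kept at 20°C according to the paper's methods and at 25°C according to the sample labels. The authors trimmed the reads, aligned them to the chicken genome with STAR and counted the unique reads on each gene with featureCounts, and they deposited the counts of each bird without normalization. Between 20151044 and 28292597 reads were counted on genes per TNc bird, with a median of 25838951. The totals were 17537270 to 23123092 (median 20509473) in the TNi group, 20764816 to 27936718 (median 23390208) in the HSc group and 25115623 to 32123292 (median 27978828) in the HSi group. The average counted total was 24574595 reads per bird, and the values given here use these counted reads, while the paper's averages of 38692865 sequenced and 32541154 uniquely mapped reads describe earlier steps. The files list 24676 genes by Ensembl ID with their exon coordinates and do not pair the IDs with gene names. Expression was compared with edgeR's quasi-likelihood test on the counts after TMM normalization, in 1 model over the 4 groups. The test covered the 15498 genes that edgeR's filter kept for enough counts in at least 5 birds of any group, the size of a group. A gene was counted as a DEG at an adjusted p-value of at most 0.05 (Benjamini-Hochberg) and a fold change above 1.2 in either direction. The paper's methods instead write an absolute log2 fold change above 1.2, and the choice between the thresholds changes every number of DEGs. In the HSi group, replicate 1 had 6602 counts on genes of chromosome W, the chromosome that only hens carry, and the other 19 birds had 20 to 53.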

The sequencing generated an average of 38,692,865 reads per sample, with an average of 32,541,154 reads uniquely mapped. The average total mapped read and unique mapped reads were 88 and 84%, respectively. The number of DEGs resulting from each pairwise comparison is presented in Fig 1. 

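Over all 15498 tested genes, the largest log2 fold change among the DEGs of the HSc group compared with the TNc group was a rise of 2.19, and the largest fall was -5.49. The DEG ranked 50 by size had a log2 fold change of 0.52 among the upregulated and -0.65 among the downregulated genes. In the comparison of TNi with TNc the range was wider, from 7.32 to -5.83, and the genes ranked 50 stood at 3.36 and -2.96. The HSi group compared with the HSc group ranged from 5.75 to -6.25, with 1.95 and -1.44 at rank 50. For HSi compared with TNi the range was 5.45 to -5.86, with 2.27 and -2.22 at rank 50. Over the 50 upregulated and 50 downregulated genes of each table, the paper's reported log2 fold changes span 4.70 to -6.50 in S1 Table, 6.36 to -5.67 in S2 Table, 6.52 to -4.60 in S3 Table and 5.44 to -5.88 in S4 Table. Of the 100 values in S1 Table, 48 have a size of at most 1.2. With DESeq2 on the 2 groups compared, the largest rise and fall among the DEGs were 4.70 and -6.49 for HSc compared with TNc, 7.54 and -6.09 for TNi compared with TNc, 6.52 and -6.65 for HSi compared with HSc, and 5.44 and -6.48 for HSi compared with TNi. The tables list gene symbols and the count files list Ensembl IDs, so these are sizes by rank and no gene was matched.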

The top 100 DEGs (50 downregulated and 50 upregulated) of each pairwise comparison are provided in the supplementary Excel sheets (S1–S4 Tables).

**Fig 1:**
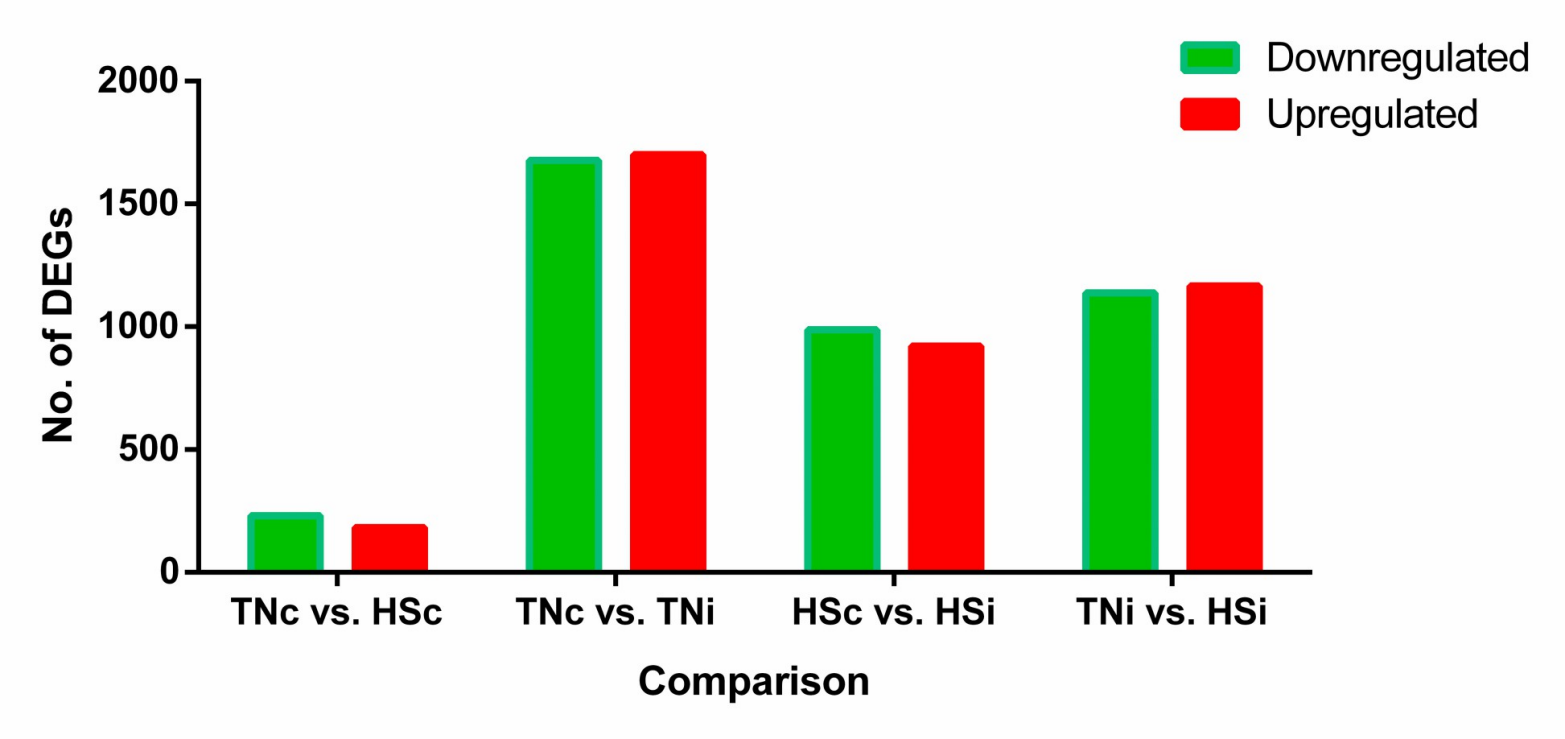
Number of DEGs of each pairwise comparison at 6 dpi of chickens infected with *Eimeria maxima* and their uninfected controls that are raised in a thermoneutral or heat stress environment: TNc = thermoneutral control, TNi = thermoneutral infected, HSc = heat stress control, HSi = heat stress infected.

### The effect of heat stress on the ileal transcriptome

A total of 413 DEGs were identified when the HSc group was compared with the TNc group (Fig 1). 

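In the counts, 190 of the 15498 tested genes were DEGs in the HSc group compared with the TNc group, of which 76 were upregulated and 114 downregulated (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p-value of at most 0.05 and fold change above 1.2). The median log2 fold change was 0.66 among the upregulated and -0.56 among the downregulated DEGs, and 55 DEGs changed more than 2-fold. The expression of the 5 HSc birds did not overlap with that of the 5 TNc birds for 608 genes, or 3.92% of those tested, where chance gives 0.794%. Of the 190 DEGs, 168 were among these genes. The number of DEGs was 461 with DESeq2 on all 4 groups and 521 with DESeq2 on the 2 groups compared, 66 with edgeR on the 2 groups compared, 101 without the low-count filter and 104 with the replicate number as a block, and 40 genes passed an absolute log2 fold change of 1.2 in the edgeR fit. It also depended on single birds. Without TNc replicate 3, 4 or 5 there were 99, 60 and 106 DEGs, and without HSc replicate 1, 2 or 3 there were 77, 102 and 75. Without HSc replicate 4, 50 genes were upregulated.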

The genes C-X-C motif chemokine ligand 13 and ligand 13-like 2 (*CXCL13*, *CXCL13L2*); interleukins 22, 8-like 1, and 1 receptor type 2 (*IL-22*, *IL-8L1*, and *IL-1R2*); TNF receptor superfamily member 13B (*TNFRSF13B*); heat shock proteins family A (*HSP70*) member 8 and member 4 like (*HSPA8* and *HSPA4L*), family H (*Hsp110*) member 1 (*HSPH1*), and 90 alpha family class A member 1 (*HSP90AA1*) were among the most downregulated (Fig 2A) in HSc compared to the TNc group. The highest upregulated genes in the HSc group compared with the TNc group included amidohydrolase domain containing 1 (*AMDHD1*), histidine ammonia-lyase (*HAL*), cholecystokinin A receptor (*CCKAR*), cholinergic receptor nicotinic alpha 7 subunit (*CHRNA7*), polypeptide N-acetylgalactosaminyltransferase 13 (*GALNT13*), glutathione S-transferase alpha 2 (*GSTA2*), and lipase G, endothelial type (*LIPG*) (Fig 2A).

**Fig 2:**
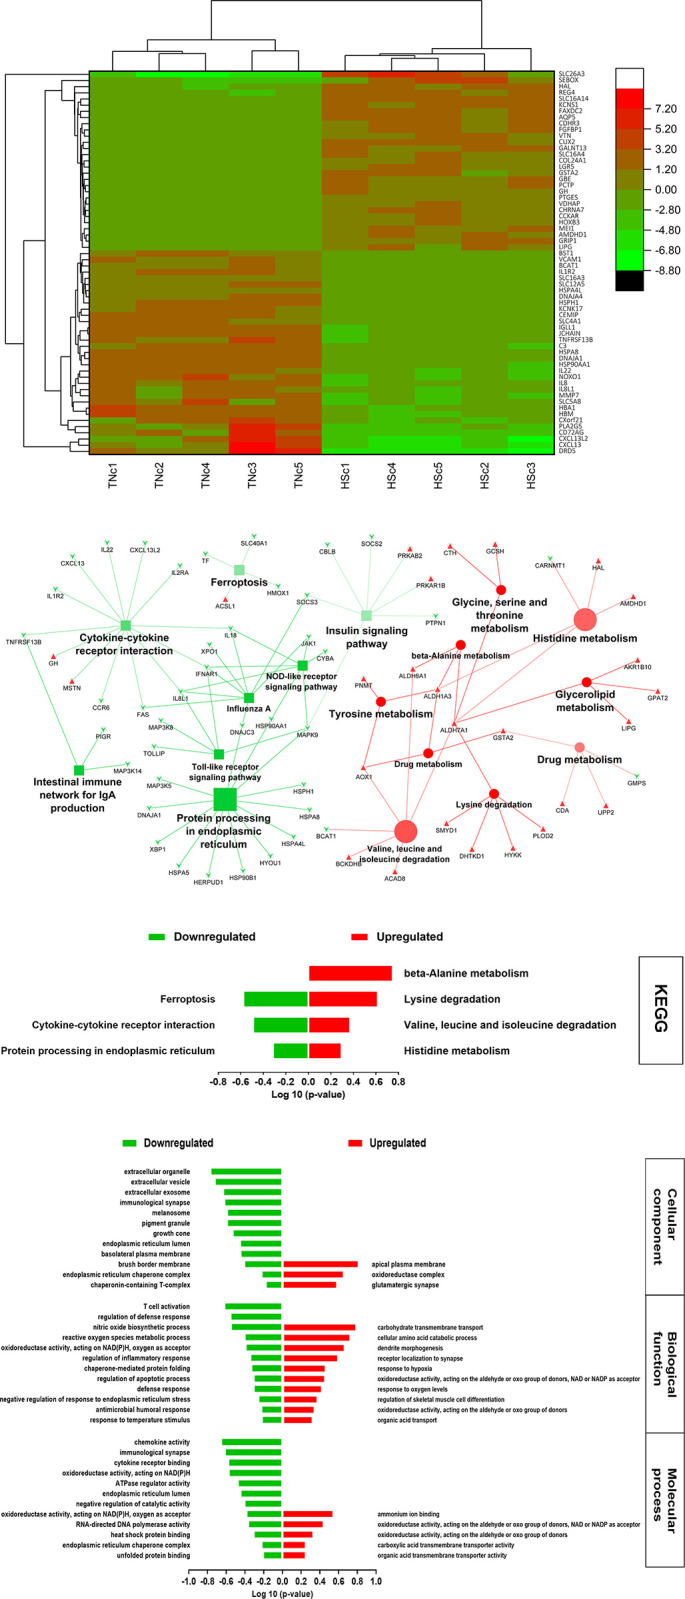
**A.** Heatmap of the top ~60 DEGs of TNc vs. HSc, calculated as Log 2 relative hit counts of the comparison between the chickens exposed to HS (HSc) and their thermoneutral control (TNc) at 6 day-post-treatment. **B.** The top KEGG pathways of TNc vs. HSc, based on the pathway term significance (α≤0.1) of the comparison between the chickens exposed to HS (HSc) and their thermoneutral control (TNc) at 6 day-post-treatment. The green squares and arrowheads depict the downregulated pathways and genes, respectively. The red circles and arrowheads depict the upregulated pathways and genes, respectively. The bigger size squares and circles denote the lower p-value. An increase in the color transparency (lighter color) of the squares and circles indicates an increase in the percentage of the included genes with expression that counter the regulation direction of the pathway. **C.** The top significant KEGG pathways of TNc vs. HSc, the comparison between the chickens exposed to HS (HSc) and their thermoneutral control (TNc) at 6 day-post-treatment. **D.** The top significant Gene Ontology terms of TNc vs. HSc, the comparison between the chickens exposed to HS (HSc) and their thermoneutral control (TNc) at 6 day-post-treatment.

The KEGG pathway network analysis depicted in Fig 2B and 2C shows downregulation of the “cytokine-cytokine receptor interaction”, “intestinal immune network for IgA production”, “Toll- and nod-like receptor signaling”, and “protein processing in the endoplasmic reticulum (ER)” pathways, whereas the pathways involved in metabolism and degradation of many amino acids such as histidine, glycine, tyrosine, valine, and leucine were upregulated. The GO terms are exhibited in Fig 2D. The Cellular compartments showed downregulation of the terms related to “endoplasmic reticulum compartments”, “basolateral plasma membrane”, and “immunological synapse”, and upregulation of the “apical plasma membrane” (Fig 2D). Consistently, the molecular function and biological process terms related to immune response and inflammation, and protein synthesis in the endoplasmic reticulum were downregulated in the HSc group compared to the TNc group, while the terms involved in the amino acids and organic acids metabolic processing were upregulated (Fig 2D).

### The effect of *E*. *maxima* infection on the ileal transcriptome

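Infection at the thermoneutral temperature changed the largest number of genes of the 4 pairwise comparisons. In the TNi group compared with the TNc group, 2130 genes were upregulated and 2177 downregulated, together 4307 DEGs or 27.8% of the tested genes, and 1238 of them changed more than 2-fold. For 2632 genes, or 17.0%, the 5 TNi birds did not overlap with the 5 TNc birds, where chance gives 0.794%. With each of the 20 birds left out in turn, the number of DEGs stayed between 3486 and 4884. Among DEGs with an average of at least 10 counts and no overlap between the birds of both groups, ENSGALG00000046053 had the largest rise. It lies on chromosome 4 from 74680812 to 74729305, and its log2 fold change was 7.20 (standard error 0.987, adjusted p = 2.75e-05, edgeR). Its counts were 12 to 150 in the TNi birds and 0 or 1 in the TNc birds, so the fitted fold change is no bound. The summed counts, 330 in the TNi group and 2 in the TNc group, give a ratio of 199 per counted read (95% exact interval 54.7 to 1652, counting error only). ENSGALG00000019061, on chromosome 1 from 182507123 to 182513346, had a log2 fold change of 7.15 (standard error 1.10, adjusted p = 7.97e-05, edgeR), which was 6.18 without TNi replicate 4, the bird with 22905 of its counts. Its expression was 338 ± 376 CPM (counts scaled to the TMM-normalized library total; SD, n = 5) in the TNi group and 2.40 ± 0.940 (SD, n = 5) in the TNc group. It overlaps 1 other gene, which had at most 3 counts in any bird. Under the same limits, the largest falls were those of ENSGALG00000043909 and ENSGALG00000033720. The first lies on chromosome 6 from 17836546 to 17840466 and fell from 38.0 ± 32.1 to 0.717 ± 0.509 CPM (SD, n = 5 each), a log2 fold change of -5.71 (standard error 1.12, adjusted p = 0.000752, edgeR). The other lies on chromosome 11 from 11454156 to 11462000 and fell from 20.5 ± 13.7 to 0.408 ± 0.244 CPM (SD, n = 5 each), a log2 fold change of -5.66 (standard error 1.15, adjusted p = 0.00103, edgeR).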

A total of 3,377 DEGs were identified when the TNi group was compared with the TNc group (Fig 1). The most downregulated genes in the TNi group compared to the TNc group included alcohol dehydrogenase 1C (class I); gamma polypeptide (*ADH1C*); aldehyde dehydrogenase 1 family member A1 (*ALDH1A1*), cytochrome P450 family 1 subfamily A members 1 and 2, family 2 subfamily AC polypeptide 1, family 2 subfamily C polypeptide 23, family 2 subfamily D member 6 (*CYP1A1*, *CYP1A2*, *CYP2AC1*, *CYP2C23b*, and *CYP2D6*); fatty acids binding proteins 1 and 6 (*FABP1* and *FABP6*); and phosphoenolpyruvate carboxykinase 1 (*PCK1*) (Fig 3A). Among the top upregulated genes were identified interleukins (*IL-1β* and *IL12B*); interleukin 1 receptor type 2 (*IL1R2*); C-C motif chemokine ligand 4 and 26 (*CCL4* and *CCAH221*); nitric oxide synthase 2 (*NOS2*); colony-stimulating factor 3 (*CSF3*), integrin subunit alpha 2 (*ITGA2*); and secreted phosphoprotein 1 (*SPP1*) (Fig 3A).

**Fig 3:**
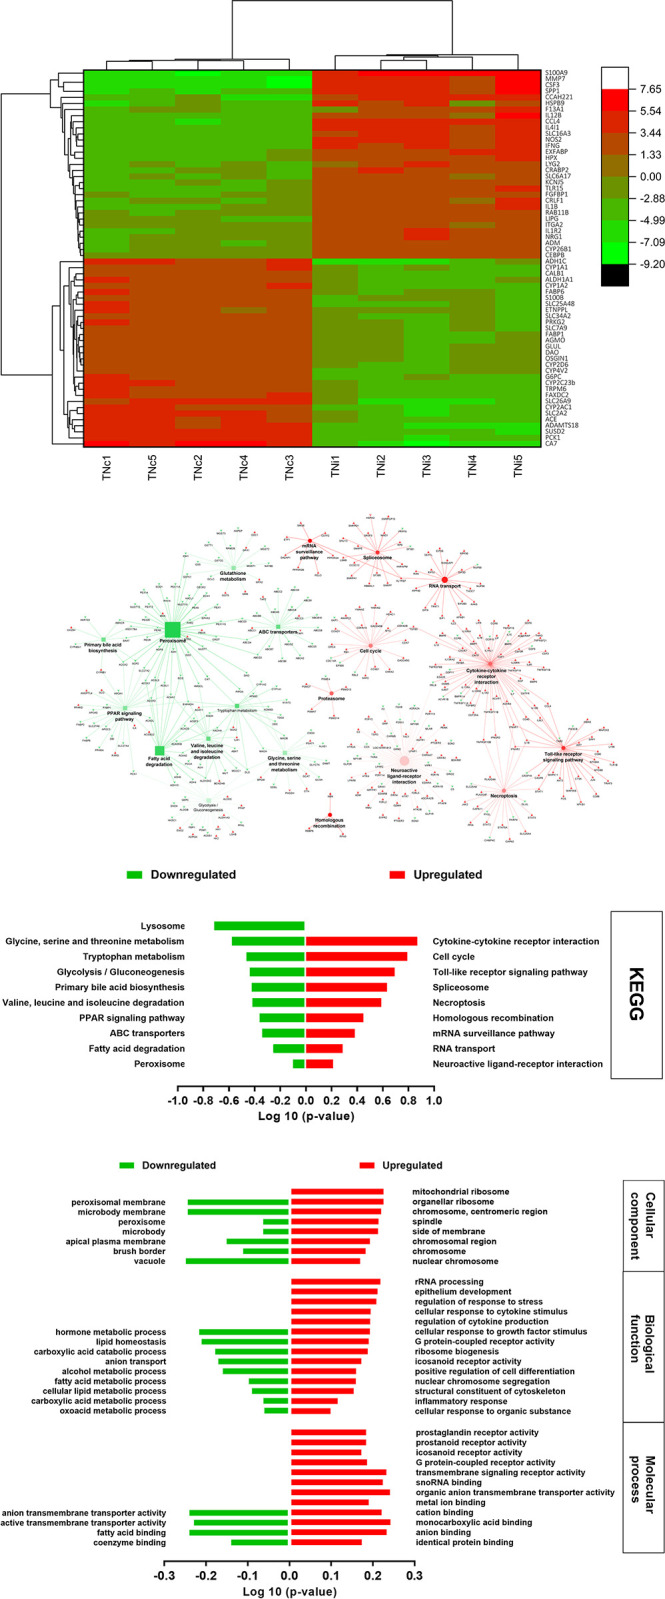
**A.** Heatmap of the top ~60 DEGs of TNc vs. TNi, as Log 2 relative hit counts of the comparison between the chickens infected with *Eimeria maxima* (TNi) and their uninfected thermoneutral control (TNc) at 6 day-post-treatment. **B.** The top KEGG pathways of TNc vs. TNi, based on the pathway term significance (α≤0.1) of the comparison between the chickens infected with *Eimeria maxima* (TNi) and their uninfected thermoneutral control (TNc) at 6 day-post-treatment. The green squares and arrowheads depict the downregulated pathways and genes, respectively. The red circles and arrowheads depict the upregulated pathways and genes, respectively. The bigger size squares and circles denote the lower p-value. An increase in the color transparency (lighter color) of the squares and circles indicates an increase in the percentage of the included genes with expression that counter the regulation direction of the pathway. **C.** The top significant KEGG pathways of TNc vs. TNi, the comparison between the chickens infected with *Eimeria maxima* (TNi) and their uninfected thermoneutral control (TNc) at 6 day-post-treatment. **D.** The top significant Gene Ontology terms of TNc vs. TNi, the comparison between the chickens infected with *Eimeria maxima* (TNi) and their uninfected thermoneutral control (TNc) at 6 day-post-treatment.

The KEGG pathway analysis shown in Fig 3B and 3C shows the downregulation of the metabolic pathways involved in cellular respiration, carbohydrate, lipids, and amino acids catabolism, while the “cytokine-cytokine receptor interaction”, “toll-like receptor signaling, cell cycle”, and “necroptosis pathways” pathways were enriched. The GO terms are depicted in Fig 3D. The cellular compartments and molecular function showed downregulation of the terms related to absorption and transportation, especially for fatty acids, and enrichment of the terms involved in producing, binding, and transporting the inflammatory signal molecules. The biological process terms related to fatty acid metabolism and lipid homeostasis were downregulated, while the terms of immunity and inflammation, including immune regulatory and signaling processes, were upregulated.

### The effect of *E*. *maxima* infection on the ileal transcriptome of heat-stressed chickens

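Under HS, infection changed 1337 genes in the HSi group compared with the HSc group, with 686 upregulated and 651 downregulated (edgeR). The median log2 fold change was 0.52 among the upregulated and -0.67 among the downregulated DEGs, and 290 DEGs changed more than 2-fold. The HSi and HSc birds did not overlap for 10.3% of the tested genes, where chance gives 0.794%. Without HSc replicate 1, 2 or 4 the number of DEGs fell to 872, 683 and 830. The number of downregulated DEGs fell to 421 without HSi replicate 1, 422 without HSi replicate 4, and 391 without HSi replicate 1 and the sex chromosomes, and with DESeq2 on the 2 groups compared there were 1228 upregulated and 1202 downregulated DEGs. Of the 4 genes named for TNi compared with TNc, ENSGALG00000046053 rose again, by 3.44 on the log2 scale (standard error 0.839, adjusted p = 0.0158, edgeR), with 6 to 46 counts in the HSi birds and 0 to 3 in the HSc birds. ENSGALG00000043909 fell again, with a log2 fold change of -5.62 (standard error 1.03, adjusted p = 0.00335, edgeR), which was -4.98 without HSc replicate 2 and -6.25 without HSi replicate 4. ENSGALG00000033720 showed no detectable change, with a log2 fold change of -0.03 (standard error 0.831, adjusted p = 0.987, edgeR), and without HSi replicate 2, which had 1929 counts of it, the log2 fold change was -1.85 and still not past the threshold. For ENSGALG00000019061 the log2 fold change was 3.16 (standard error 1.05, adjusted p = 0.0629, edgeR), and it rested on HSi replicate 5. That bird had 1242 counts of the gene against 31 to 56 in the other HSi birds, and without it the log2 fold change was 0.35. The gene passed the threshold with DESeq2 on the 4 groups (log2 fold change 3.15, adjusted p = 0.00748), and in edgeR fits without TNi replicate 4 (adjusted p = 0.0432) or without HSi replicate 2 (adjusted p = 0.0496). DESeq2 on the 2 groups compared gave it no adjusted p, and over the other alternatives its adjusted p lay between 0.00748 and 0.804.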

A total of 1,908 DEGs were identified when the HSi group was compared with the HSc group. The top ~60 DEGs of the HSi group compared with the HSc group are exhibited in Fig 4A. The most downregulated genes in the HSi group compared with the HSc group included alcohol dehydrogenases 6 (class V) and 1C (class I), gamma polypeptide (*ADH6* and *ADH1C*), glucose-6-phosphatase catalytic subunit 1 (*G6PC*), monoamine oxidase B (*MAOB*), D-aspartate oxidase (*DDO*), glycogen synthase 2 (*GYS2*) (Fig 4A). While the genes for *IL-8*, *IL-22*, *IL-4I1*, *CCL4*, *CXCL13L2*, *TNFRSF6B*, *CTLA4*, secreted phosphoprotein 1 (*SPP1*), Programmed cell death 1 ligand 1 (*CD274*), and claudin 1 (*CLDN1*) were of the top upregulated (Fig 4A).

**Fig 4:**
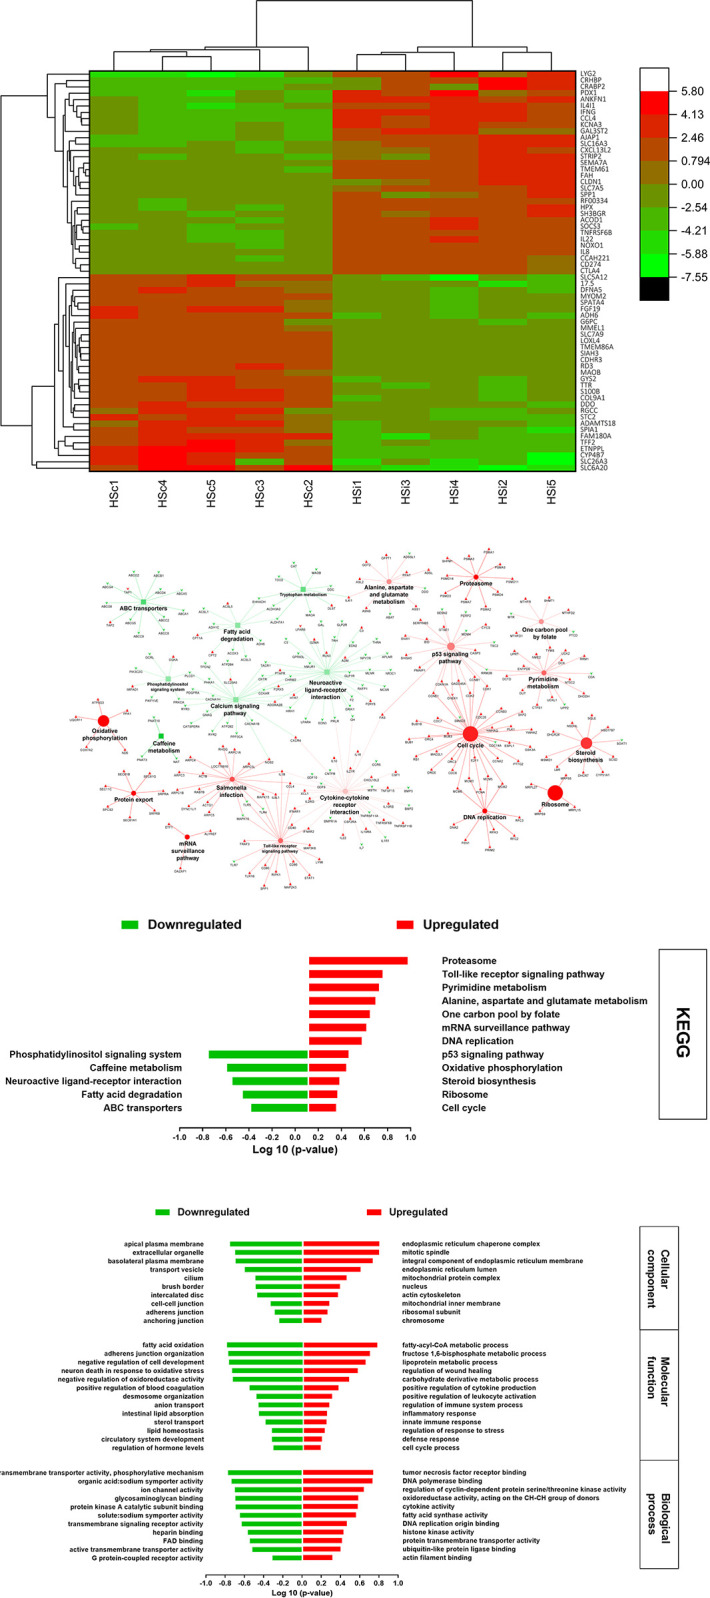
**A.** Heatmap of the top ~60 DEGs of HSc vs. HSi, as Log 2 relative hit counts of the comparison between the chickens infected with *Eimeria maxima* raised under HS (HSi) their uninfected HS control (HSc) at 6 day-post-treatment. **B.** The top KEGG pathways of HSc vs. HSi, based on the pathway term significance (α≤0.1) of the comparison between the chickens infected with *Eimeria maxima* raised under HS (HSi) and their uninfected HS control (HSc) at 6 day-post-treatment. The green squares and arrowheads depict the downregulated pathways and genes, respectively. The red circles and arrowheads depict the upregulated pathways and genes, respectively. The bigger size squares and circles denote the lower p-value. An increase in the color transparency (lighter color) of the squares and circles indicates an increase in the percentage of the included genes with expression that counter the regulation direction of the pathway. **C.** The top significant KEGG pathways of HSc vs. HSi, the comparison between the chickens infected with *Eimeria maxima* raised under HS (HSi) and their uninfected HS control (HSc) at 6 day-post-treatment. **D.** The top significant Gene Ontology terms of HSc vs. HSi, the comparison between the chickens infected with *Eimeria maxima* raised under HS (HSi) and their uninfected HS control (HSc) at 6 day-post-treatment.

The KEGG analysis depicted in Fig 4B and 4C shows downregulation of the pathways “fatty acids degradation”, “tryptophan metabolism”, “ABC transporters”, and “calcium signaling”. At the same time, the immune-related pathways “toll-like receptor” and “cytokine-cytokine receptor interaction”, “cell cycle” and its related pathways, “proteasome”, and “oxidative phosphorylation pathway” were among the significantly enriched pathways in the HSi group compared with the HSc group. The GO terms are presented in Fig 4D. The molecular function and biological process of the HSi showed downregulation of “lipid absorption and homeostasis”, “calcium transmembrane transporter activity”, and “anion transport, and ion channels”. The top enriched terms were the “defense”, ‘innate immune”, and “inflammatory responses” and related terms such as “positive regulation of cytokine production” and “activity and leukocyte activation”. Also, the “DNA polymerase”, “cell cycle”, “fructose 1,6-biphosphate”, and “fatty-acyl-CoA metabolic processes” were of the top enriched terms (Fig 4D). Consistently, the GO-cellular component showed downregulation of cell junction terms, such as “cell-cell adherence” and “anchoring junctions”, and “intercalated disc”. While, the “mitochondrial compartments”, “endoplasmic reticulum”, and “nucleus” terms were enriched.

### The effect of HS on the ileal transcriptome of *E*. *maxima*-infected chickens

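A total of 2486 genes differed between the HSi and TNi groups, of which 1276 were higher and 1210 lower in the HSi group (edgeR, same thresholds), and 626 differed more than 2-fold. The birds of both groups did not overlap for 1775 genes, or 11.5% of those tested, where chance gives 0.794%. The libraries of these groups also differed in depth, because every HSi bird had a higher counted total than every TNi bird (two-sided exact permutation test, p = 0.00794, adjusted p = 0.0254 over 16 tests of library measures). With the reads of every library thinned at random to the smallest total, an alternative chosen after the totals were seen, 2415 genes were DEGs, and 2283 of these were among the 2486. With each bird left out in turn, the number of DEGs ranged from 1755 to 2786. The number of genes lower in the HSi group fell to 776 without TNi replicate 2 and to 799 without HSi replicate 4. ENSGALG00000033720, which infection lowered at the thermoneutral temperature, was 5.45 higher on the log2 scale in the HSi group (standard error 1.14, adjusted p = 0.00313, edgeR). It was 3.62 higher without HSi replicate 2 and remained a DEG. ENSGALG00000019061 was lower, with a log2 fold change of -5.05 (standard error 0.972, adjusted p = 0.00167, edgeR), and it was -7.86 without HSi replicate 5 and -4.08 without TNi replicate 4. ENSGALG00000043909 did not pass the threshold (log2 fold change 1.36, standard error 1.18, adjusted p = 0.469, edgeR). ENSGALG00000046053 passed it with a log2 fold change of -1.86 (standard error 0.614, adjusted p = 0.0435, edgeR), and its adjusted p lay between 0.0176 and 0.153 over all alternatives. It no longer passed with edgeR on the 2 groups compared, without the low-count filter, with the replicate number as a block, with thinned libraries, without HSi replicate 1 and the sex chromosomes, or without TNi replicate 2, 3 or 5, HSc replicate 1, 3, 4 or 5, or HSi replicate 1, 2, 3 or 5, where the log2 fold change was -1.90 to -1.31.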

A total of 2,304 DEGs were identified when the HSi group was compared with the TNi groups. The genes interleukins 8, 1B, and 12 B (*IL8*, *IL1B*, and *IL12B*); the interleukin receptors 1R2 and 20RA (*IL1R2* and *IL20RA*), secreted phosphoprotein 1 (*SPP1*), hepatocyte growth factor, and nitric oxide synthase 2 (*NOS2*) were among the most downregulated in the HSi group compared with the TNi group (Fig 5A). The top upregulated genes included apolipoproteins A1, A5, and C3 (*APOA1*, *APOA5*, and *APOC3*); fatty acid-binding proteins 1, 2, and 6 (*FABP1*, *FABP2*, and *FABP6*); cytochrome P450 family 1 A polypeptides 1 and 2 (*CYP1A1* and *CYP1A2*); and glutamate-ammonia ligase (*GLUL*).

**Fig 5:**
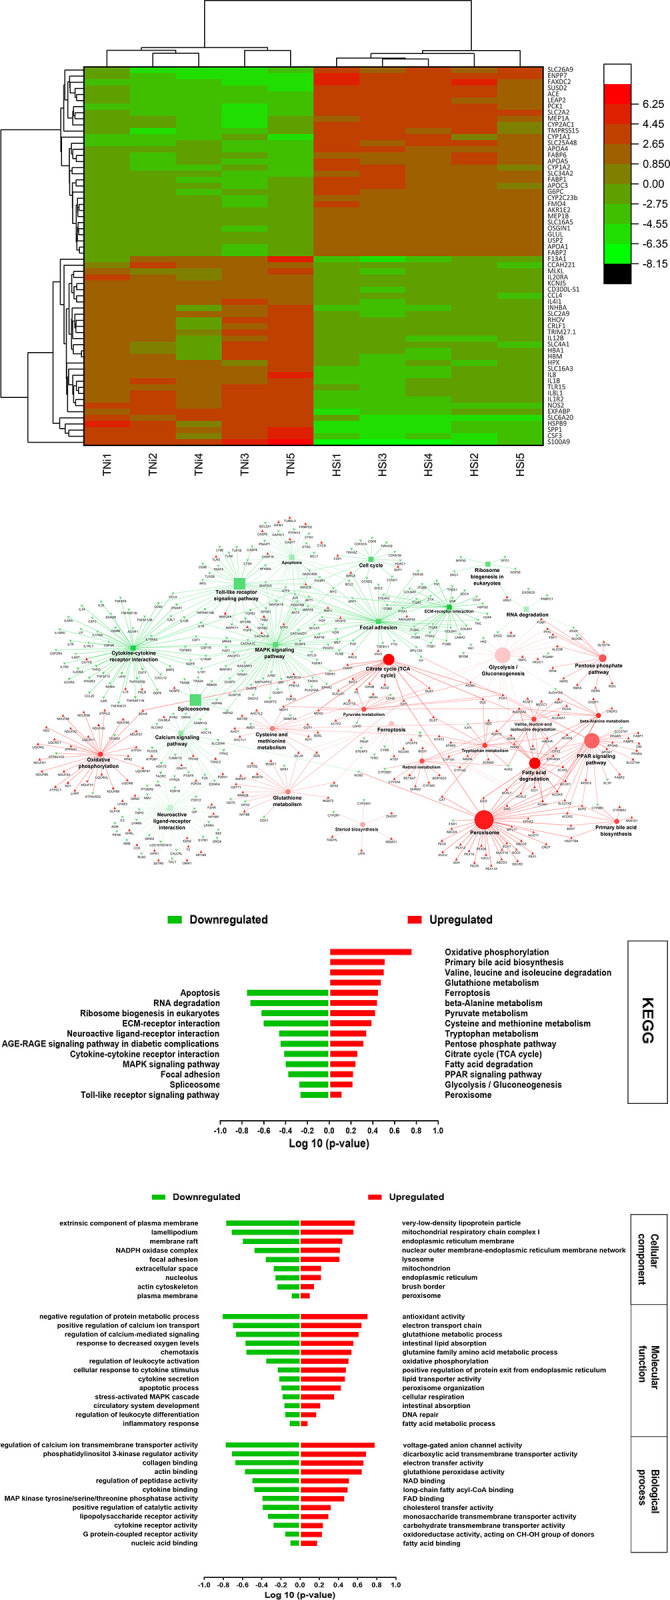
**A.** Heatmap of the top ~60 DEGs of TNi vs. HSi, as Log 2 relative hit counts of the comparison between the chickens infected with *Eimeria maxima* raised either under HS (HSi) or thermoneutral condition (TNi) at 6-day-post-treatmen. **B.** The top KEGG pathways TNi vs. HSi, based on the pathway term significance (α≤0.05) of the comparison between the chickens infected with *Eimeria maxima* raised either under HS (HSi) or thermoneutral condition (TNi) at 6 day-post-treatment. The green squares and arrowheads depict the downregulated pathways and genes, respectively. The red circles and arrowheads depict the upregulated pathways and genes, respectively. The bigger size squares and circles denote the lower p-value. An increase in the color transparency (lighter color) of the squares and circles indicates an increase in the percentage of the included genes with expression that counter the regulation direction of the pathway. **C.** The top significant KEGG pathways of TNi vs. HSi, the comparison between the chickens infected with *Eimeria maxima* raised either under HS (HSi) or thermoneutral condition (TNi) at 6 day-post-treatment. **D.** The top significant Gene Ontology terms of TNi vs. HSi, the comparison between the chickens infected with *Eimeria maxima* raised either under HS (HSi) or thermoneutral condition (TNi) at 6 day-post-treatment.

The KEGG pathway analysis of the HSi group compared with the TNi group is depicted in Fig 5B and 5C. The top downregulated terms were “toll-like receptor signaling”, “cytokine-cytokine receptor interaction”, “focal adhesion”, and “calcium signaling” pathways. In contrast, the highest enriched pathways were the “citrate cycle”, “glycolysis/gluconeogenesis”, “oxidative phosphorylation”, “fatty acid degradation”, “glutathione metabolism”, “tryptophan metabolism”, and “steroid biosynthesis”. The GO terms are exhibited in Fig 5D. The top downregulated molecular function and biological process terms were the “calcium ion transmembrane regulation”, “inflammatory response”, “cytokine secretion and receptors”, “collagen and actin-binding”, and “leukocytes activation and differentiation”. Whereas, “antioxidant activity”, “glutathione metabolic process”, “cellular respiration, electron transport chain”, “lipid absorption, and fatty acid metabolism” were among the top enriched terms (Fig 5D). Concordantly, the GO-cellular component analysis showed downregulation of the terms “actin cytoskeleton”, “focal adhesion”, and “membrane raft”. While the terms “mitochondrial respiratory chain complex 1”, “endoplasmic reticulum”, “lysosome, and peroxisome” were the top enriched compartments (Fig 5D).

The RT-qPCR results of the target genes selected to confirm the Hi-Seq data showed a very high similarity in the expression levels to the fold change derived from the Hi-Seq analysis (S1–S4 Figs). The correlation coefficients (r) of the RT-qPCR values versus Hi-Seq yielded fold change were 0.758, 0.857, 0.891, and 0.999 for the pair comparisons TNc vs. HSc, TNc vs. TNi, HSc vs. HSi, and TNi vs. HSi; respectively. The values reflect a very strong correlation confirming the Hi-Seq results.

## Discussion

### Ileum tissue transcriptome change in response to HS

The ileal transcriptome was reshaped to maintain resources for cellular molecular functions to cope with HS-induced oxidative stress. Ileum cells upregulated the metabolism and degradation of multiple amino acids, such as lysine, histidine, valine, leucine, and isoleucine. This may plausibly be a compensatory mechanism to maintain cellular functions and energy production under low nutrient availability created by HS [15, 16, 31–33]. The results show the upregulation of multiple aldehyde dehydrogenase (*ALDH*) genes. KEGG pathway analysis shows that *ALDH* is connecting multiple amino acid degradations and metabolism pathways (Fig 2B). The *ALDH7A1* gene encodes antiquitin enzyme (α-aminoadipic semialdehyde (α-AASA) dehydrogenase) that plays a fundamental role in lysine catabolism, the process by which lysine is broken down for energy production [34]. The enzyme α-AASA oxidizes multiple aldehyde containing molecules produced from metabolizing various amino acids by converting NAD^+^ to NADH [34]. The energy yield from each NADH is identified as 2.5 ATP produced in the electron transport chain [35]. The upregulated genes *HAL* and *AMDHD1* encode enzymes involved in histidine metabolism producing L-glutamate [36]. The *BCKDHB* gene encodes the 2-oxoisovalerate dehydrogenase E1 component beta subunit involved in valine, leucine, and isoleucine degradation by producing acetoacetate and acetyl-CoA utilized in the tricarboxylic acid cycle for energy production [37]. The upregulated gene *LIPG* possesses both phospholipase and triglyceride lipase roles that mainly hydrolyzes the phospholipids part of lipoproteins and are generally involved in glycolipid metabolism [38]. Chickens under HS conditions endure visceral ischemia along with feed intake reduction resulting in severe nutrient scarcity at the cellular level [39]. The degradation and catabolism of lipoproteins and amino acids may be a potential source for producing energy and nutrient molecules in the ileum cells of chickens reared under chronic HS.

Stress hormones (mainly glucocorticoids and catecholamine) are released under the control of the neuroendocrine system in response to HS and were found to negatively impact both innate and adaptive immune functions [7]. Furthermore, nutritional limitations induced by chronic HS results putatively in a trade-off between maintaining the cellular basic functions and the immune response [40, 41]. Heat-stressed chickens expressed downregulation in the “cytokine-cytokine receptor interaction” KEGG pathway (Fig 2B) including many chemokines, cytokines, and cytokine receptor genes such as (*CXCL13*, *CXCL13L2*, *IL22*, *IL8L1*, *IL1R2*, and *TNFRSF13B*) that play a fundamental role in the innate immune response by attracting the immune cells to the affected site and initiating the inflammatory response (Fig 2B) [42]. The “cytokine-cytokine receptor interaction” pathway includes other downregulated genes that affect the cell-mediated and adaptive immune response such as *FAS*, *IL18*, and *IFNAR1* [43, 44]. Also, the HSc group showed downregulation in gene *CCR6*, which is the key connection between the immature dendritic cells and the B cell lineage maturation for developing an adaptive immune response [45]. Consequently, the HS group show downregulation of KEGG pathways “influenza A” and “intestinal immune network for IgA production” indicating the negative regulation of both adaptive immune response compartments, cell-mediated and humeral immunity (Fig 2C & 2D).

Additionally, ER responds to cellular stress by multiple mechanisms including sensing the unfolded and misfolded proteins and then either correcting the protein folding or degrading it [46]. Chronic HS results in an increase the ROS production causing severe cellular oxidative stress that increases the rate of unfolded and misfolded protein production [47]. Eventually, ER reduces the protein synthesis to decrease the unfolded and misfolded protein production rate and also in response to reduced resources [48]. The HS group showed downregulation of the “protein processing in the ER” KEGG pathway including many downregulated genes that are responsible for recognizing the misfolded and unfolded proteins such as *DNAJC3*, *HYOU1*, and *HSP90B1* [29, 49]. The downregulated pathway also includes many genes related to ER-associated protein degradation such as *HSPH1*, *HSP90AA1*, *HSPA8*, and *HSPA4L* (Fig 2A and 2B) [29, 49]. The downregulation of the ER lumen and chaperone machinery was observed in the GO analysis terms (cellular compartments, biological function, and molecular process) (Fig 2D). Exposing chickens to chronic HS resulted in amino acid degradation for energy, and a reduction in protein synthesis and overall ER functions.

### Ileum tissue transcriptome change in response to *E*. *maxima* infection

The *E*. *maxima*-infected chickens expectedly expressed upregulation of the immune-related pathways and biological functions (Fig 3B–3D). Immune-related KEGG pathways such as “cytokine-cytokine receptor interaction”, “proteasome”, and “homologs recombination” were upregulated to establish the required innate and adaptive immune responses against *E*. *maxima* parasite (Fig 3B) [50]. The immune response is associated with increasing the transcription rate, especially for the genes encoded for inflammatory mediators, cytokines, and chemokines [51]. Therefore, there was upregulation of KEGG pathways “mRNA surveillance”, “spliceosome”, and “RNA transport” reflecting the cellular attempts for eukaryotic mRNA maturation as an initial step for protein synthesis [52]. The adaptive immune response against coccidiosis involves lymphocyte activation and homologous recombination that showed upregulation in the KEGG pathway and GO terms analysis [53].

Additionally, the “glutathione metabolism” KEGG pathway was downregulated, and some pathway-related genes were upregulated including *GPX1* and *2* which encode major enzymes that catalyze the reduction of hydrogen peroxide into water. The GPX1 and 2 enzymes contribute to protecting the cell from oxidative damage induced by *E*. *maxima* infection by catalyzing the scavenger of the oxygen radical by glutathione [54–56]. The downregulation of multiple alcohol dehydrogenase genes such as *ADH1C*, *ADH6*, *ADH4*, *ACADSB*, and *ACAA2*, acyl-CoA synthetase genes (*ACSL1* and *3*), acyl-CoA dehydrogenase (*ACADS* and *ACOX3*) that encode enzymes contributing to long and short chain fatty acid metabolism suggests the downregulation of fatty acid metabolic pathways and disturbances of cellular lipid homeostasis [57, 58]. Alteration of lipid metabolism was also reported in broiler chickens infected with *E*. *acervulina* [59] and sub-clinical necrotic enteritis [60].

### The effect of combining HS and *E*. *maxima* infection on the cellular immune functions

Comparing the HSi group with the HSc group showed a shift in the immune response related pathways triggered by *E*. *maxima* infection, since both groups were heat stressed. There was a significant upregulation in KEGG pathways “Toll-like receptor signaling”, “cytokine-cytokine receptor interaction”, and “*Salmonella* infection” suggesting that the infection might alter the previously explained immune suppression induced by HS (Fig 4B) [7]. However, the immune response seemed to be of lower expression capacity in the HSi chickens compared with the TNi chickens due to the downregulation of the “homologous combination” pathway required for lymphocyte differentiation to develop an adaptive immune response. Meanwhile, the chickens showed upregulation of the GO molecular function term for regulation of wound healing when compared with HSc (Fig 4D) but not in the TNi when compared with TNc (Fig 3D). Taken together, HSi showed an altered immune response and tissue repair functions than TNi when each was compared to its uninfected control at the same temperature level.

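The response to infection at each temperature was compared across genes. Of the 4307 DEGs of the TNi group compared with the TNc group, 858 were also DEGs of the HSi group compared with the HSc group, and 852 of these changed in the same direction. Over the 4307 DEGs, 83.6% had the same sign of change under HS, and the slope through the origin of the log2 fold change under HS on that at the thermoneutral temperature was 0.396. These comparisons share no birds, but choosing genes by their change in TNi overstates that change. In 100 simulations in which infection had the same effect at both temperatures, the slope was 0.864 to 0.902 and the share with the same sign was 97.5% to 98.7%. The slope was 0.728 over the 1337 DEGs of the comparison under HS, where the simulations gave 0.975 to 1.02. In the simulations these DEGs numbered 4672 to 4928, so the sets of genes were unlike. The simulations also took the observed changes in TNi as true and drew each gene independently. They may therefore understate both the overstatement from choosing genes and its spread. With each bird left out in turn, the slope over the DEGs of TNi stayed between 0.347 and 0.434. The genes are not independent replicates, so no p-value is given. From the pathways that differ between the comparisons within each temperature, the paper concludes that the immune response and tissue repair of the HSi group were altered.

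**Figure D1:**
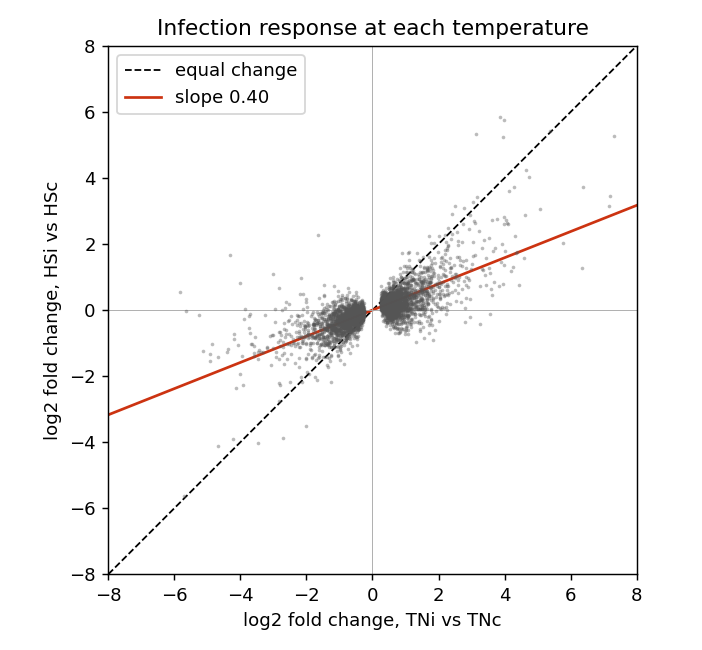
Log2 fold change of the HSi group compared with the HSc group (vertical axis) against that of the TNi group compared with the TNc group (horizontal axis) for the 4307 DEGs of TNi compared with TNc, 1 point per gene, from edgeR fits of 5 birds per group. The dashed line marks equal change, the solid line is the slope through the origin, 0.40, and 83.6% of the points have the same sign on both axes.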

Comparing the HSi group against the TNi group reveals how HS altered the cellular response to the *E*. *maxima* infection and showed downregulation of all the immune response and signaling-related pathways and GO terms (Fig 5B–5D). 

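Among the genes changed by infection, most had the opposite sign of change between the infected groups. Over the 4307 DEGs of TNi compared with TNc, 93.3% had the opposite sign of change in the HSi group compared with the TNi group. Of these genes, 1802 were DEGs in both comparisons, and 1799 of them changed in opposite directions. The TNi birds enter both comparisons, so opposite signs arise even without an effect of HS. In 100 simulations with HSi unchanged from TNi, the share with the opposite sign was 58.7% to 62.2%, with a median of 60.6%. Each gene was drawn independently, so these ranges may be too narrow. They cannot exclude a shift of the shared TNi birds that many genes have in common. With each bird left out in turn, the observed share stayed between 92.3% and 94.7%. It was lower over other sets of genes, at 72.9% over all tested genes (55.1% to 57.7% in the simulations) and 70.2% over the DEGs of HSi compared with HSc (44.5% to 48.3% in the simulations). Heat stress in uninfected birds had changed 83 of the DEGs of HSi compared with TNi, 79 of them in the same direction.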

The downregulation of the “Toll-like receptor signaling” pathway may have resulted in the reduction in the ability of the immune system to identify the *E*. *maxima* antigen and trigger an inflammatory and immune response. Consequently, all the cellular and molecular functions such as cytokine secretion and leukocytic activation contributing to the downstream cascade of immune response were downregulated. Similarly, HS diminished the immune response to *Salmonella* Typhimurium infection in broiler chickens [61]. The role of macrophages and cytotoxic (CD 8+) and peripheral lymphocytes in *Eimeria* spp sporozoite transportation through intestinal tissue laminae has been documented [62–64]. Schneider *et al*. [65] reported that HS curtailed the *E*. *maxima* life cycle and reduced gametogony in broiler chickens. Thus, it can be hypothesized that suppressing the lymphocytes and monocyte migration induced by HS might contribute to reducing the sporozoite transportation which disrupted the parasite’s life cycle leading to reducing its gametogony capacity.

### The effect of combining HS and *E*. *maxima* infection on the cellular signaling and metabolic functions

The upregulation of the “glutamate metabolism”, “pyridine metabolism”, “steroid biosynthesis”, and cell respiration-related KEGG pathways in the HSi group compared with either HSc or TNi groups may suggest improving the enterocytes functions and proliferation when the two stressors (HS and *E*. *maxima* infection) are combined rather than individually applied [66, 67]. The metabolism of both the sulfur-containing amino acids (cysteine and methionine) and glutathione was upregulated in the HSi compared to TNi (Fig 5B). The genes *GSS* and *GPX1* encoding enzymes glutathione synthetase and glutathione peroxidase1, respectively, were upregulated. Glutathione synthetase catalyzes the glutathione production form γ-glutamyl cysteine and glycine in an ATP-dependent reaction [68]. Glutathione peroxidase 1 catalyzes the glutathione antioxidant activity by scavenger ROS from hydrogen peroxide [69]. This indicates that the cellular antioxidation machinery was possibly enhanced in the HSi group compared with the TNi group. Interestingly, the molecular function GO terms showed responses to oxidative stress and low oxygen level (Fig 5D) regularly associated with HS were downregulated in the HSi group compared with the HSc group suggesting that the local hyperemia induced by *E*. *maxima* infection reversed the HS-induced intestinal ischemia.

Calcium signaling is required for the development of the protozoan *Plasmodium* spp which is closely classified with *Eimeria* spp in the phylum Apicomplexa [70]. Depleting the cell culture calcium suppressed the Plasmodium asexual stage which is restored by excess calcium supplementation [71, 72]. The results showed downregulation of molecular function GO terms “positive regulation of calcium ion transport” and “regulation of calcium-mediated signaling”, and KEGG term “calcium signaling pathway” in HSi compared to both HSc and TNi (Figs 4B, 5B and 5D). That includes the downregulation of genes *RYR2*, *CACNA1C*, and *ORAI3* encoded for ryanodine receptor 2, voltage-dependent L-type calcium channel subunit alpha-1C, and calcium release-activated calcium modulator 3, respectively. RYR is responsible for a calcium-induced-calcium release from the endoplasmic reticulum stimulated by increasing cytoplasmic calcium concentration [73]. CACNA1C is responsible for gating calcium ions current into the cell, which may activate RYR receptors [37, 74]. ORAI3 mediates calcium ions influx into the cell in response to the depletion of stored cellular calcium [75]. The catabolism of the essential amino acid tryptophan via the kynurenine pathway is necessary for the optimum development of *E*. *falciformis* in mice [65]. Tryptophan metabolism was also revealed as a metabolomic signature in *E*. *acervulina* infection [59]. The current study showed that the metabolism of the essential amino acid tryptophan was upregulated in the HSi group compared with the TNi. However, the upregulated genes mainly contribute to tryptophan metabolism through pathways other than kynurenine. For instance, the genes *DDC*, *CYP1A1*, and *CYP1A2* participate in the serotonin pathway, and the genes *MAOA*, *ALDH3A2*, *AOX2*, and *IL4I1* contribute to the indole pathway [76]. Taken together, reducing the cellular pool of nutrients and ions (tryptophan and calcium) that are scavenged by *E*. *maxima* for development and replication may explain the suppression of the parasite gametogony under HS [14, 77, 78].

### The effect of combining HS and *E*. *maxima* infection on cellular proliferation and protein synthesis

When HSi is compared with HSc, cell cycle arrest was more prominent due to the upregulation of the “P53 signaling” KEGG pathway which is one of the major cell arrest inducers (Fig 4B). P53 protein is phosphorylated under stress conditions resulting in activating the transcription of the cyclins suppressors such as *CDKN1A* and *GADD45A* that arrest the cell cycle at the S, G2 and M phases [79, 80]. That negative feedback regulation seems to be accompanied with upregulation in the genes involved in cycle regulation (Fig 4B) to enhance the immune response and tissue repair in the HSi chickens compared with HSc group [16]. The upregulation of genes upstream of the cellular apoptosis such as *FAS* and *SHISA5* enhanced the programmed death of the infected cell resulting in reducing inflammation, infection elimination, and prompt tissue repair [81]. The cell cycle pathway was downregulated in the HSi group compared with the TNi group. The upregulation of GO molecular function “DNA repair” accompanied with the upregulation of “histone kinase” which grants a negative charge to histone resulting in a higher level of chromatin opening conformation [82] suggesting that the DNA repair is enhanced in the HSi over the other groups with a single stressor.

However, KEGG pathways “ribosome biogenesis in eukaryotes” and “RNA degradation” were downregulated, the GO analysis showed upregulation of the cellular components related to the ER and the molecular function term “positive regulation of protein exit from the ER” in HSi when compared with TNi. Comparing HSi with HSc showed upregulation of KEGG pathways “ribosome” and “protein export”, and GO cellular components terms “endoplasmic reticulum chaperon complex, “endoplasmic reticulum lumen”, “endoplasmic reticulum inner membrane”, and GO molecular functions “positive regulation of protein exit from ER” suggesting that the TNi group might express a higher level of cellular and molecular functions related to protein synthesis when compared either to the TNi or HSc group.

## Conclusion

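The first principal component of the 20 ileum samples, computed on TMM-normalized log2 CPM of the tested genes, held 32% of the variance. The TNi birds scored 53.8 ± 7.28 (SD, n = 5) on it and the TNc birds -22.9 ± 11.2 (SD, n = 5), without overlap (two-sided exact permutation test, p = 0.00794, adjusted p = 0.0254 over 16 tests of library measures). The HSi birds scored 2.36 ± 11.8 (SD, n = 5), above every HSc bird and below every TNi bird, each with the same exact p-value. The HSc birds scored -33.3 ± 6.81 (SD, n = 5), and no difference from the TNc birds was detected (exact permutation test, p = 0.135, adjusted p = 0.216). The second component held 10.8% of the variance, and on it TNc replicate 1 and TNi replicate 1 lay apart from the other 18 birds.

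**Figure D2:**
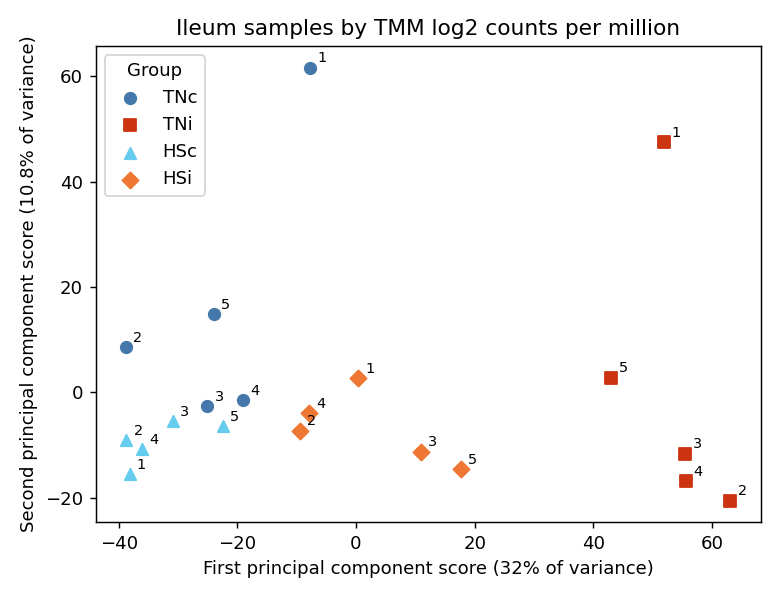
Scores of the 20 ileum samples on the first (horizontal axis) and second (vertical axis) principal components of TMM-normalized log2 CPM, 1 point per bird, with the replicate number beside each point and the group by colour and shape. The TNi birds lie at the right, between 43.0 and 63.1, and the HSi birds lie between -9.47 and 17.7.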

The ileal transcriptome profile was modified in response to either HS or *E*. *maxima* infection. Heat stress significantly affects the ileal transcriptome by shifting the cellular metabolic pathways from oxidative phosphorylation toward pathways exploiting the amino acids while reducing other pathways of crucial functions such as immune response and protein synthesis. Under *E*. *maxima* infection, cellular and molecular pathways involved in immune functions were enhanced to counter the parasitic invasion. However, the analysis was conducted at 6 dpi, the upregulation of pathways related to the primary immune response, such as PRR, were still prominent. 

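Birds with both stressors were also compared with the birds that had neither. In the HSi group compared with the TNc group, 1338 genes were DEGs, with 618 upregulated and 720 downregulated (edgeR), fewer than in the TNi group compared with the same TNc birds. Of the 1338 DEGs, 909 were also DEGs of infection alone against the same TNc birds, and 69 were also DEGs of HS alone. The TNc birds enter all these comparisons, so some overlap arises without a shared effect. How much was not simulated, and no conclusion is drawn from these overlaps. A further 382 genes were DEGs in neither comparison of a single stressor with TNc, and 5 of these passed the thresholds in the test of the interaction. Without TNc replicate 2 or 5 the number of DEGs fell to 698 and 825, and without HSi replicate 3 or 4 it fell to 796 and 890. The number of downregulated DEGs was 1114 with DESeq2 on all 4 groups, 1092 with DESeq2 on the 2 groups compared, and 457 without HSi replicate 1 and the sex chromosomes.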

Surprisingly, chickens exposed to a combination of HS and *E*. *maxima* infection showed a unique response. Both HS and *E*. *maxima* interact to modulate the cellular and molecular responses to each stressor. 

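The interaction of HS and infection was tested for each gene as the difference between the log2 fold changes of HSi compared with HSc and of TNi compared with TNc. It passed the thresholds for 553 genes, 350 with a more positive and 203 with a more negative change under HS (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With DESeq2 on all 4 groups there were 1189 genes, 653 and 536. By the estimates alone, which also enter the interaction, 298 of the 553 genes had a smaller change under HS in the same direction. For 252 the change under HS had the opposite direction, and for 3 it was larger. Of the 553 genes, 90 were DEGs of HSi compared with HSc, 32 with the sign of the interaction and 58 with the other sign. An opposite direction under HS goes with the sign of the interaction, so at most 32 of the 252 genes passed the thresholds there. ENSGALG00000033720 had an interaction of 5.63 on the log2 scale (standard error 1.42, adjusted p = 0.0335, edgeR). It no longer passed the threshold without the low-count filter, or without TNc replicate 2, 3 or 4, TNi replicate 2, 3 or 4, HSc replicate 1 or 2, or HSi replicate 2, where it was 3.81. It was 6.26 without HSc replicate 4, and its adjusted p lay between 0.000745 and 0.0818 over all alternatives. The interaction of ENSGALG00000046053 was -3.76 (standard error 1.58, adjusted p = 0.188, edgeR). For ENSGALG00000019061 it was -3.99 (standard error 1.46, adjusted p = 0.128, edgeR), and it passed the threshold with DESeq2 on all 4 groups (-3.98) and without HSi replicate 5 (-6.80), with an adjusted p between 0.00121 and 0.217 over all alternatives. That of ENSGALG00000043909 was 0.08 (standard error 1.36, adjusted p = 0.982, edgeR), and it was 0.72 without HSc replicate 2 and -0.54 without HSi replicate 4. The number of genes was 1041, 329, 363 and 343 without TNc replicate 1, 2, 3 and 4, 833 and 296 without TNi replicate 1 and 2, and 350, 283, 314 and 840 without HSi replicate 1, 2, 4 and 5. With the other birds left out it stayed within 1.5 times of 553. The number of genes with a more negative change was also 122 and 340 without TNi replicate 4 and 5, 132 and 131 without HSc replicate 2 and 4, 314 without HSi replicate 3, and 131 without the low-count filter.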

The HSi group showed lower expression levels of the oxidative stress-related pathways compared to the HSc group. Furthermore, the HSi group showed modifications in pathways involved in nutrient metabolism and calcium signaling compared with other treatment groups. We hypothesized that limiting the nutrients available to be scavenged by the parasite and/or hindering the sporozoite transportation by macrophages and lymphocytes may be two possible mechanisms by which HS interferes with the *E*. *maxima* life cycle.

## Supporting information

S1 Fig Genes’ expression level measured by RT-qPCR compared with the fold change produced using Hi-Seq data for the chickens exposed to HS (HSc) compared to their thermoneutral control (TNc) at 6 day-post-treatment (TNc vs. HSc) (A), and the correlation test shows the correlation coefficient (r) of the expression values produced by either method (B). Taking the expression values of the TNc as the control for the relative expression of the HSc group the expression values of the TNc group to 1 (Livak’s method). Error bars depict the SEM.
(ZIP)

S2 Fig Genes’ expression level measured by RT-qPCR compared with the fold change produced using Hi-Seq data for the chickens infected with *Eimeria maxima* (TNi) and their uninfected thermoneutral control (TNc) at 6 day-post-treatment (TNc vs. TNi) (A), and the correlation test shows the correlation coefficient (r) of the expression values produced by either method (B). Taking the expression values of the TNc as the control for the relative expression of the TNi group brought the expression values of the TNc group to 1 (Livak’s method). Error bars depict the SEM.
(ZIP)

S3 Fig Genes’ expression level measured by RT-qPCR compared with the fold change produced using Hi-Seq data for the chickens infected with *Eimeria maxima* raised under HS (HSi) and their uninfected HS control (HSc) at 6 day-post-treatment at (HSc vs. HSi) (A), and the correlation test shows the correlation coefficient (r) of the expression values produced by either method (B). Taking the expression values of the HSc as the control for the relative expression of the HSi group brought the expression values of the HSc group to 1 (Livak’s method). Error bars depict the SEM.
(ZIP)

S4 Fig Genes’ expression level measured by RT-qPCR compared with the fold change produced using Hi-Seq data for the chickens infected with *Eimeria maxima* raised either under HS (HSi) or thermoneutral condition (TNi) at 6 day-post-treatment (TNi vs. HSi) (A), and the correlation test shows the correlation coefficient (r) of the expression values produced by either method (B). Taking the expression values of the TNi as the control for the relative expression of the HSi group brought the expression values of the TNi group to 1 (Livak’s method). Error bars depict the SEM.
(ZIP)

S1 Table The top 100 DEGs (50 downregulated and 50 upregulated) of TNc vs. HSc.

S2 Table The top 100 DEGs (50 downregulated and 50 upregulated) of TNc vs. TNi.

S3 Table The top 100 DEGs (50 downregulated and 50 upregulated) of HSc vs. HSi.

S4 Table The top 100 DEGs (50 downregulated and 50 upregulated) of TNi vs. HSi.

How the deposited data were processed for this re-analysis (not part of the article)

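Ileum tissue of 20 broilers, described by the paper as male, was sequenced at 6 dpi, 5 birds in each of the TNc, TNi, HSc and HSi groups. Each bird was mapped to its group and replicate number from the sample labels, which name the groups as the paper does. HSi replicate 1 had far more counts on chromosome W than the other birds and was kept in its group. The labels and the paper differ on the thermoneutral temperature, 25°C and 20°C.

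The authors deposited raw read counts per gene, 1 file per bird, not normalized. According to the paper's methods, adapters were checked and trimmed with Flexbar, low-quality reads were trimmed with Trimmomatic, and reads were aligned with STAR to the Ensembl chicken genome (*Gallus gallus* 5.0.90) and counted with featureCounts on unique reads. Whether counting used the strand is not given in the sources used here. The paper's methods also describe FPKM values, which are not used here. The files list 24676 genes with exon coordinates, and the chromosome positions given with genes are theirs. None of the IDs (0) matched the reference table of gene symbols, and the files do not pair IDs with names. For that reason no gene is named, at most 2 IDs that rose and 2 that fell are printed, and coordinates come only from the files. Matching the symbols of S1–S4 Tables to IDs through their fold changes and p-values was tried, and it was dropped because a match by the values it is meant to compare would be circular. No name or value here comes from it.

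All computations used R 4.3.3. The counts were normalized by TMM and filtered with filterByExpr in edgeR 4.0.16, which left 15498 genes, and were tested with edgeR's quasi-likelihood test with robust estimation in a model with 1 mean per group (16 residual degrees of freedom). Adjusted p-values are Benjamini-Hochberg values over the tested genes. DEGs had an adjusted p-value of at most 0.05 and a fold change above 1.2, because S1 Table lists DEGs with smaller log2 fold changes than the 1.2 in the paper's methods. The interaction was tested as the difference between the responses to infection at the 2 temperatures. The response under HS was described by the slope through the origin and by the share of genes with the same sign, and the reversal by the share with the opposite sign in HSi compared with TNi. Both were set beside 100 simulations of the counts with known effects. Each gene was drawn independently around group means taken from the data, so shifts shared by many genes of a bird were not simulated. Principal components were computed on log2 CPM (counts scaled to the normalized library total) with a prior count of 2, and differences between groups in single library measures were tested with two-sided exact permutation tests over the 252 ways to choose 5 of 10 birds. The smallest p-value these can give is 0.00794.

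The counted totals per bird ranged from 17537270 to 32123292. Standard errors are those of the fitted log2 fold changes, recovered from the test's F value, and SDs are over the 5 birds of a group. Replicates of a group differed by far more than sampling noise, with a chi-square of 26.7 to 86 per gene between pairs, so no replicate was a copy of another. The edgeR fit was tested on simulated data with 200 changed genes. Their changes were at least 2-fold, in genes with an average of at least 10 counts. Most real DEGs in TNi compared with TNc and in HSi compared with TNi changed less, and recovery of such changes was not tested. The edgeR fit recovered 85% of the changed genes in TNi compared with TNc, 87% in HSi compared with TNi and 71.5% for the interaction. Of its calls, 5.03%, 3.87% and 7.14% were false. DESeq2 1.42.0 recovered 90%, 91% and 78% with 13.0%, 15.4% and 16.6% false, and the edgeR fit of 2 groups recovered 81% in TNi compared with TNc. With no changed gene in HSc compared with TNc, edgeR called 0 genes and DESeq2 called 4.

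The rule for the genes named in the text has 2 parts. Its first part, the genes the paper names in its Results and Discussion, could not be applied without gene names. Its second part takes, for each pairwise comparison, the 3 DEGs with the largest rise and the 3 with the largest fall among genes with an average of at least 10 counts and no overlap between the birds of the groups compared. Of these, the first 2 in each direction in TNi compared with TNc are printed and followed through HSi compared with HSc, HSi compared with TNi and the interaction. The gene set tests, the values of single calcium genes and the correlations with S1–S4 Tables planned by gene name were not analysed here.

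The rule for the named genes and these alternatives were fixed before the data were examined: another normalization (RLE), removal of the 10 genes with the largest summed counts, DESeq2 on all 4 groups or on the 2 groups compared, edgeR on the 2 groups compared, no low-count filter, a mean count of at least 10, the log2 threshold of the paper's methods, no fold threshold, each bird left out, the replicate number as a block, and other sets of genes for the response. Thinned libraries, the removal of 1 HSi bird with the sex chromosomes, and the genes called in either comparison of infection with control were added after the data were seen.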

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

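The tests of a deeper library and of a female bird behind the W counts, of gene length and of a batch shared by the replicate 1 birds behind the second principal component, of library size behind the interaction, and of counting chance and of RNA from a TNi bird, together with the thinned libraries and the fit without HSi replicate 1 and the sex chromosomes, were chosen only after the result was seen. Over 44 sets of 5 birds tested for a single distant bird, 4 had one, where chance gives about 2.2.

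HSi replicate 1 had 6602 counts on genes of chromosome W, 235.96 CPM by the library total without normalization, where the other HSi birds had 0.796 to 1.53 and the other 19 birds at most 2.33. The paper does not analyse the sex chromosomes and describes the birds as male. Of the 72 W genes with counts in this bird, 26 had 10 or more counts, and 31.6% of the counts were on 1 gene, while 1 W gene reached 10 counts in any other bird. A deeper library is argued against, since the CPM value was 101 times the highest of the other birds. Stray reads in a library of a male bird are argued against by the Z chromosome. Relative to autosomal genes and to the other HSi birds, the 649 tested Z genes with enough counts had a median log2 ratio of -0.552 in this bird, and the other 19 birds lay between -0.03 and 0.16 against the rest of their own groups. The same value is what a female bird, or RNA from one in the library, needs, so these may be the source, and a whole female sample and a mixture of birds were not told apart. On the first principal component this bird (0.410) lay within the range of the other HSi birds. It affects results for the Z chromosome: in HSi compared with TNi, 23 Z genes were higher and 57 lower with it, and 49 were higher and 33 lower without it. No W gene was tested. No biological explanation was tested, since the design gives 1 sex.

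TNc replicate 1 scored 61.628 on the second principal component, where the other TNc birds scored -2.62 to 14.8. TNi replicate 1 scored 47.5, and no other bird scored above 14.8. Smaller libraries are argued against. With every library thinned to the smallest total, both birds kept their lead over the highest other bird, at 0.3973 of the component's range (0.3972 before). A gene-length trend, as RNA degradation would leave, is argued against, since gene length explained 0.113% of the spread of the gene loadings. A batch shared by the replicate 1 birds of all 4 groups is argued against by HSc replicate 1 only. It scored -15.6, where the other HSc birds scored -10.8 to -5.51. HSi replicate 1 scored 2.69, above the other HSi birds (-14.6 to -4.02), so a batch of the replicate 1 birds of TNc, TNi and HSi stays open. A batch or a tissue difference of TNc replicate 1 and TNi replicate 1 alone was not tested, and the sources used here name no batch.

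The response to infection differed between the temperatures for 553 genes, by the interaction term itself. In 100 shuffles of the temperature labels within the infected and within the control birds, 1 gave as many genes, the real one. The highest of the others gave 193. Shuffling also removes the effect of temperature itself and mixes TNi with HSi birds, which can raise the spread within a group. The shuffles therefore argue against labels without any effect of temperature, and they do not test the interaction alone. A difference in library size is argued against, since 569 genes were called with thinned libraries. Without HSi replicate 1 and the sex chromosomes, 341 genes were called, and without TNc replicate 1 there were 1041. The number also moved by more than 1.5 times without TNc replicate 2 (329), 3 (363) or 4 (343), TNi replicate 1 (833) or 2 (296), or HSi replicate 1 (350), 2 (283), 4 (314) or 5 (840). Heat and infection acting on the same genes stays open as a biological explanation, and a difference in the cell makeup of the tissue pieces was not tested.

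Among the genes named in the text, ENSGALG00000046053 stood at -3.6156 log2 CPM in HSc replicate 2, which had 0 counts of it, while the other HSc birds stood at -2.65 to -2.28. At 0 counts this value is set by the prior count. Counting chance fits it, since the rate of the other HSc birds gives 2.72 expected counts and a Poisson probability of 0.0662 for 0 counts. No biological explanation was tested.

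ENSGALG00000019061 stood at 5.4984 log2 CPM in HSi replicate 5, where the other HSi birds stood at 0.27 to 0.93. Reads of the overlapping gene are argued against, since it had 0 counts in this bird. RNA from a TNi bird in the library was tested with each of the 5 TNi birds as the source, against the other genes at least 8-fold higher in that bird than in the other HSi birds. The gene would need 24.8% of RNA from TNi replicate 1 or 66.6% from replicate 5, above the upper quartiles of the shares these genes gave (15.2% and 38.7%). The shares it would need from TNi replicates 2, 3 and 4 (18.1%, 21.6% and 4.38%) were below the upper quartiles (21.6%, 26.8% and 17.1%), so 3 of the birds stay possible. This test did not tell RNA from a TNi bird apart from a stronger response to infection in this bird than in the rest of its group. Both can raise the same genes, and both stay open as hypotheses.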

How the results depend on the processing

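Thinned libraries, the removal of HSi replicate 1 with the sex chromosomes, the genes called in either comparison, and the simulated values over other sets of genes were chosen after the data were seen. The causes of the changes below were not tested, except where the fewer birds or the stricter threshold of a setting explain them by construction.

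The threshold of the paper's methods, an absolute log2 fold change above 1.2, lowered every number of DEGs, to 40 in HSc compared with TNc, 905 in TNi compared with TNc, 199 in HSi compared with HSc, 446 in HSi compared with TNi, 198 in HSi compared with TNc and 213 for the interaction. HSc compared with TNc, with 190 DEGs, moved most otherwise. DESeq2 gave 461 DEGs on all 4 groups and 521 on the 2 groups, edgeR gave 66 on the 2 groups, and no low-count filter gave 101. DESeq2 also gave 2430 DEGs in HSi compared with HSc on the 2 groups and 1189 for the interaction on the 4 groups. Without HSi replicate 1 and the sex chromosomes, 341 genes were called for the interaction. Under the other alternatives, birds left out and the replicate block aside, each total number of DEGs stayed within 1.5 times its value. The downregulated DEGs alone moved further in HSi compared with TNc, from 720 to 1114 and 1092 with DESeq2 on all 4 and on 2 groups and to 457 without HSi replicate 1 and the sex chromosomes, and in HSi compared with HSc, from 651 to 391 under the last of these. Of the interaction genes, those with a more negative change fell from 203 to 131 without the low-count filter.

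With each bird left out in turn, the DEGs numbered 60 (without TNc replicate 4) to 223 (without TNi replicate 1) in HSc compared with TNc, 683 (without HSc replicate 2) to 1649 (without HSc replicate 5) in HSi compared with HSc, 698 (without TNc replicate 2) to 1444 (without TNi replicate 1) in HSi compared with TNc and 283 (without HSi replicate 2) to 1041 (without TNc replicate 1) for the interaction. The other birds whose omission moved a number by more than 1.5 times were TNc replicate 3 (99) and 5 (106) and HSc replicate 1 (77), 2 (102) and 3 (75) in HSc compared with TNc, HSc replicate 1 (872) and 4 (830) in HSi compared with HSc, TNc replicate 5 (825) and HSi replicate 3 (796) and 4 (890) in HSi compared with TNc, and TNc replicate 2 (329), 3 (363) and 4 (343), TNi replicate 1 (833) and 2 (296) and HSi replicate 1 (350), 4 (314) and 5 (840) for the interaction. In TNi compared with TNc and in HSi compared with TNi the total numbers stayed within 1.5 times with each bird left out, but in HSi compared with TNi the number of genes lower in HSi fell from 1210 to 776 without TNi replicate 2 and to 799 without HSi replicate 4. In HSi compared with HSc the downregulated DEGs fell from 651 to 421 without HSi replicate 1 and to 422 without HSi replicate 4.

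The slope of the response under HS was 0.7282 over the DEGs of HSi compared with HSc. The share with the same sign was 93.19% over these genes and 68.62% over all tested genes. The reversal was 70.16% over the DEGs of HSi compared with HSc, 72.89% over all tested genes and 88.13% over the genes called in either comparison. In the simulations with HSi equal to TNi the reversal over these sets of genes was at most 48.3%, 57.7% and 55.2%. The observed values lie outside the jackknife standard error of the values over the DEGs of TNi compared with TNc, from the 20 fits with a bird left out. In the other alternatives the slope and both shares stayed within it.

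Under the alternatives other than birds left out, values of the named genes stayed on their side of the threshold 159 times, newly passed it 2 times and no longer passed it 6 times. ENSGALG00000033720 in HSi compared with HSc, not past the threshold at -0.03, changed sign without HSi replicate 1 and the sex chromosomes (0.16), and ENSGALG00000019061 in HSi compared with HSc had no adjusted p with DESeq2 on the 2 groups, which is counted as not past the threshold. ENSGALG00000019061 passed the threshold in HSi compared with HSc and for the interaction with DESeq2 on all 4 groups. It also passed it in HSi compared with HSc without TNi replicate 4 (3.16) or HSi replicate 2 (3.44), and for the interaction without HSi replicate 5 (-6.80). ENSGALG00000033720 no longer passed it for the interaction without the low-count filter (5.63), or without TNc replicate 2 (5.49), 3 (5.53) or 4 (5.34), TNi replicate 2 (5.39), 3 (5.56) or 4 (5.67), HSc replicate 1 (5.54) or 2 (5.42), or HSi replicate 2 (3.81). ENSGALG00000046053 in HSi compared with TNi, at -1.86, no longer passed it with edgeR on the 2 groups, without the low-count filter, with the replicate block, with thinned libraries, or without HSi replicate 1 and the sex chromosomes, nor without TNi replicate 2 (-1.90), 3 (-1.67) or 5 (-1.31), HSc replicate 1 (-1.86), 3 (-1.85), 4 (-1.86) or 5 (-1.85), or HSi replicate 1 (-1.88), 2 (-1.82), 3 (-1.59) or 5 (-1.76). No named gene changed direction while past the threshold.

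Over 30 pairs of birds with the same number in different groups, the correlation of their deviations from the group means was -0.14 to 0.44, with a median of -0.02, and 6 pairs were above 0.1, so the numbers were not taken to pair the birds. Of these pairs, 3 were of TNc and TNi birds, replicate 1 (0.44), 3 (0.12) and 4 (0.11), and TNc and HSi replicate 1 (0.11) and 2 (0.16) and TNi and HSi replicate 1 (0.11) were the others, so birds with the same number in single pairs of groups may deviate together. With the replicate number as a block, HSc compared with TNc had 104 DEGs, and the other total numbers of DEGs stayed within 1.5 times, while the interaction genes with a more negative change fell to 133. The set tests, the calcium genes with a smooth muscle score and the correlations with S1–S4 Tables were not run, since they need gene names. Depth was tested for the comparisons as a whole, and thinned libraries gave 4178 DEGs in TNi compared with TNc. ENSGALG00000046053 had 0 to 3 counts in each control bird, so its fold changes are imprecise.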

Differences from the paper's values

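The paper reports 413 DEGs in HSc compared with TNc, and 190 were called here. Of the alternatives set before the data were examined, DESeq2 on all 4 groups (461) and DESeq2 on the 2 groups (521) came within 1.5 times of the paper's number, and none of the others did. The paper's methods name DESeq2 without saying which samples entered a fit. For the same comparison, Fig 1 shows about 190 upregulated and about 240 downregulated genes, read by eye, where 76 and 114 were called here. With DESeq2 the numbers were 184 and 277 on all 4 groups and 227 and 294 on the 2 groups, within 1.5 times of the figure. The largest rise among the DEGs of this comparison was 2.19 here, and the paper's largest value in S1 Table is 4.70, where DESeq2 on the 2 groups gave 4.70.

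For HSi compared with HSc, Fig 1 shows about 1000 downregulated genes, read by eye, where 651 were called here. Of the alternatives set before the data were examined, those within 1.5 times of the figure were DESeq2 on all 4 groups (950) and on the 2 groups (1202), edgeR on the 2 groups (743), removal of the 10 genes with the largest summed counts (681), no fold threshold (670), and the fits without TNc replicate 1 (730) or 2 (699), TNi replicate 1 (740) or 5 (686), or HSc replicate 5 (807). The other alternatives were not within 1.5 times of it.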

Other observations

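The test of a larger spread between the heat-stressed birds and the thinned libraries were chosen only after the result was seen. So was the use of the fit without the 10 genes of the largest summed counts in this section, while the fit itself was planned. For the pairwise comparisons, the 10 birds of each were also split at random into 5 and 5 in 100 ways, the real split included, and fitted by edgeR on the 2 groups. In HSc compared with TNc the real split gave 66 DEGs and the highest of the others 14. So 1 split of the 100 gave as many, the real one, and a chance split is argued against. The same holds for TNi compared with TNc (3568 and 8), HSi compared with HSc (1521 and 1), HSi compared with TNi (2041 and 67) and HSi compared with TNc (963 and 2), each with 1 of the 100.

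Infection changed more genes at the thermoneutral temperature, 4307, than under HS, 1337. A difference in library size between the groups is argued against, since with thinned libraries the first number was 3.34 times the other. A larger spread between the heat-stressed birds, with changes of the same size, is argued against too. Over the genes called in either comparison, the root mean square log2 fold change under HS was 0.581 of that at the thermoneutral temperature, and at most 0.655 with a bird left out (without HSc replicate 5). Most of these genes were chosen by their change in TNi, and the ratio was 0.861 over the DEGs of HSi compared with HSc and 0.680 over all tested genes. In 100 simulations in which infection had the same effect at both temperatures, the ratio over the genes called in either comparison was 0.977 to 1.02. Each gene was drawn independently there, so this range may be too narrow. A smaller change of expression under HS stays open as a hypothesis, and a difference in parasite load or in the cell makeup of the tissue was not tested.

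In HSi compared with TNi, 2486 genes were DEGs, and every HSi library was deeper than every TNi library. The depth is argued against, since 2415 genes were called with thinned libraries. A few genes taking most of the counts are argued against by their share. The top 10 genes held a mean of 8.0% of the counts in the HSi birds and 7.1% in the TNi birds. With the 10 genes of the largest summed counts removed, 2494 genes were called, but removing so small a share could change little. The share with the opposite sign in HSi compared with TNi was at most 62.22% in the simulations with HSi equal to TNi, against 93.3% observed. Each gene was drawn independently there. The simulations therefore cannot exclude a shift of the shared TNi birds that many genes have in common. An effect of HS on the genes changed by infection stays open as a hypothesis.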
